A study of Mus musculus with 5 samples.

How the data were processed

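Droplet-based single-cell RNA sequencing of hepatocytes isolated from the livers of male wild-type C57BL/6J mice was analysed. Per the labels' protocols, mice were trained for 3 days with 16 h of overnight fasting and 8 h of daytime feeding. On the day of the experiment they received chow and drinking water with 20% sucrose, and the fed sample was taken after 4 h of feeding. Food and sucrose water were then removed, and further samples were taken 4, 8, 16 and 24 h later. The clock hours of the 5 samples were 13, 17, 21, 5 and 13, so that fasting time and hour of day were mixed except between 24 h and 0 h. Each time point was 1 library made with the 10x Genomics 3' v3 chemistry and sequenced on an Illumina instrument, per the labels' protocols. The number of animals behind a library was not given in the sources used here.

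The deposited values were UMI counts per gene and barcode, without normalization, written by Cell Ranger 6.0.1 per the file headers. The genome build, the annotation version and any subsampling of reads between libraries were not given in the sources used here. The matrix held 32285 genes, 50000 barcodes and 73145285 entries above 0, with 10000 barcodes for each of the 5 libraries. The deposited barcode table named the library of each barcode and had no cell type, zone or filter column, so that cell classes and zones were rebuilt here, and 0 columns of per-sample values were left unused. Total UMI counts per library ranged from 40002260 to 68330252. Of the 32285 Ensembl gene IDs, 32158 (99.6%) were found in GENCODE M21 for GRCm38, and 31379 (97.2%) carried the same symbol there. Positions are those of GENCODE M21.

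Barcodes were kept with at least 1000 UMIs, at least 500 genes and at most 30% mitochondrial UMIs. Doublets were called with Scrublet in scanpy 1.11.5 within each library. It marked 11, 2, 0, 4 and 4 barcodes in time order, which were removed, in all 21 of 42537 (0.0494%). At such a rate the caller has not worked, and doublets remain in the data. Counts were scaled to 10000 per cell and log-transformed, and 2000 variable genes and 30 principal components (scikit-learn 1.9.0) were used for a shared-neighbour graph of 15 neighbours. Leiden clustering (leidenalg 0.10.2, igraph 0.11.9, resolution 0.6, 4 iterations, seed 1) gave 22 clusters. Other steps used python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.

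Clusters were named from 10 fixed marker lists. A non-hepatocyte name required at least 3 of its markers at 50 CPM or more and at least 4-fold above the other clusters (pseudocount 5 CPM), with at least 3 of them among the 10 leading genes. A cluster was hepatocyte-like with at least 3 of 7 hepatocyte markers at 1000 CPM or more and a median mitochondrial share of at least 2%. The 2% threshold was set after the data had been seen, and kept out 6 clusters with hepatocyte transcripts and almost no mitochondrial UMIs. Barcodes under 1% mitochondrial UMIs in no named class served as the profile of free RNA. Hepatocyte clusters were mostly specific to 1 library, so that a cluster may stand for a library and not for a cell type. The hepatocyte-like class was compared between libraries, not its clusters.

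UMIs were summed over the hepatocytes of each library and divided by their nuclear-encoded UMIs, as CPM. Each fasted library was compared with the fed library and with the library before it. With 1 library per time point no test across animals could be made, and no p-value or standard error is given. The 95% intervals are exact Poisson intervals for CPM, exact Clopper-Pearson intervals for shares and exact conditional binomial intervals for ratios. All intervals cover counting error only, and differences between 2 libraries describe those libraries, not the feeding states. Where a share was 0, the exact upper limit is given. Genes were called at least 2-fold higher or lower when the CPM was 50 or more in either library. Medians of 6 gene lists (members with a mean of 50 CPM or more) were placed among 10000 random lists of the same size, matched on mean expression in 20 bins, as a description of these libraries. For judging whether another setting moved a list median, its interval came from 400 Poisson resamples.

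Each hepatocyte received a zone score, the mean z-score within its library of 12 portal landmarks minus that of 14 central landmarks, none of them in the gluconeogenesis list. Within each library, hepatocytes were split into 3 equal parts by this score, called portal, middle and central zone. The zones are parts of a continuous range and not positions measured in tissue. For shares of cells with a UMI of a gene, each cell was thinned to 1000 nuclear-encoded UMIs, and endothelial-like cells gave the background.

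The gene lists, landmarks, markers, filters, comparisons and the rule for naming genes were fixed before the data were examined. The rule named the 4 core genes (Pck1, G6pc, Fbp1 and Pcx) throughout, members of a list where its values are given, and each list's highest and lowest member at 24 h. It further named the 3 genes with the highest and the 3 with the lowest ratio to fed per time point, and the 3 with the largest rise and fall of the portal to central ratio between 0 h and 24 h. Mitochondrial, haemoglobin and ribosomal protein genes were left out of the last groups. Zone landmarks were also left out of the zonal ranking, a restriction added after the data had been seen. Some results that the rule would name are not reported here.

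The calculations were tested on simulated data drawn from the fed means, or for zones from the landmark levels of each library, at the depths of these libraries. With 200 genes changed 4-fold, 200, 200, 200 and 199 were recovered at 4, 8, 16 and 24 h among 2728, 2742, 2738 and 2735 genes, with 0 unchanged genes called. The 95% intervals covered the true log2 ratio of 0 for 95.3%, 95.2%, 95.2% and 95.5% of the unchanged genes. Their coverage for changed genes was not measured. Of 200 unchanged lists of 14 genes per comparison, 3.0%, 4.0%, 5.5% and 3.0% lay outside the central 95% of random lists, and a list changed 1.2-fold lay at percentile 100 in each. Apart from the changed genes this simulation held counting noise alone, so that random lists spread less than in these libraries. The 1.2-fold result does not carry over to them. There the 24 h gluconeogenesis median, 1.18-fold of fed, lay at percentile 75.1. Of simulated portal cells, 88.7%, 93.4%, 90.9%, 88.7% and 86.8% were placed in the portal zone at 0, 4, 8, 16 and 24 h. The log2 zonal ratio found was 96.1%, 99.0%, 98.2%, 96.5% and 94.7% of the true one. The simulated landmark levels came from zones already sorted by the same score, and counting noise alone was added. These shares thus cannot show how well the hepatocytes of these libraries were placed, least of all at 24 h.

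Of the reported values, 116 were recomputed, each under those of 24 other settings that bear on it, 1986 times in all. Of the settings, 19 were fixed beforehand and 5 were chosen after seeing the data. Among the values not recomputed were ratios and medians against the library before, levels in CPM, changes from fed within a zone, shares for G6pc and for endothelial-like cells, percentiles and correlations. They covered the CPM denominator, scaling by edgeR 4.0.16 (TMM) or DESeq2 1.42.0 (median-of-ratios) in R 4.3.3, the mean of per-cell CPM, cell filters of 500 or 2000 UMIs and of 15% or 60% mitochondrial UMIs, and doublets kept. Others used all cells past the filters, no expression minimum for list medians with 10 CPM for counts of genes, the outer of 5 equal parts of the zone score, pooled zone thresholds, 2 smaller sets of landmarks, thinning to 2000 UMIs, no thinning, and a minimum of 2 UMIs of the gene. The settings chosen later counted the low-mitochondrial clusters or the erythroid-like clusters as hepatocytes, subtracted free RNA, removed the highest 8% of doublet scores, or left out clusters 6 and 16. List members under the expression minimum and classes other than hepatocytes were left out of the comparisons, the latter because of small cell numbers.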

Results

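Hepatocytes isolated from mouse liver were profiled by droplet-based single-cell RNA sequencing at 5 time points between feeding and 24 h without food. The groups were fed (0 h) and fasted for 4, 8, 16 and 24 h, with 1 library each and no replicates. The question named in the series title was how the expression of gluconeogenic genes, which make glucose from non-sugar precursors, changes across the liver lobule between the fed, fasted and starved states. Each library held 10000 barcodes. The total UMI count was 47071146 at 0 h, 68330252 at 4 h, 42518031 at 8 h, 40002260 at 16 h and 63930406 at 24 h. The median UMI count per barcode was 4130, 2179, 631, 4154 and 3153 in the same order. The filters left 9998, 9912, 3292, 9359 and 9976 barcodes, and 9987, 9910, 3292, 9355 and 9972 after doublet calls.

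Hepatocyte-like clusters held 65.4% of the remaining barcodes at 0 h (6535 cells, 95% interval 64.5% to 66.4%). They held 34.3% at 4 h (3397 cells, 33.3% to 35.2%), 82.0% at 8 h (2701 cells, 80.7% to 83.3%), 96.0% at 16 h (8983 cells, 95.6% to 96.4%) and 31.0% at 24 h (3092 cells, 30.1% to 31.9%). Counting the low-mitochondrial clusters as hepatocytes moved the hepatocyte share most, to 92.8% at 4 h and 90.2% at 24 h. Those clusters, kept out by a threshold set after the data had been seen, held 24.7%, 58.5%, 17.0%, 0.310% and 59.2% of the barcodes at 0, 4, 8, 16 and 24 h. Erythroid-like clusters held 5.33%, 7.06%, 0.213%, 2.39% and 8.97%. Endothelial-like cells numbered 340, 9, 18, 86 and 52. The median UMI count per hepatocyte was 6214, 16732, 15081, 4413 and 13083, with a median mitochondrial share of 12.2%, 20.2%, 9.79%, 13.8% and 17.6%.

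**Figure D1:**
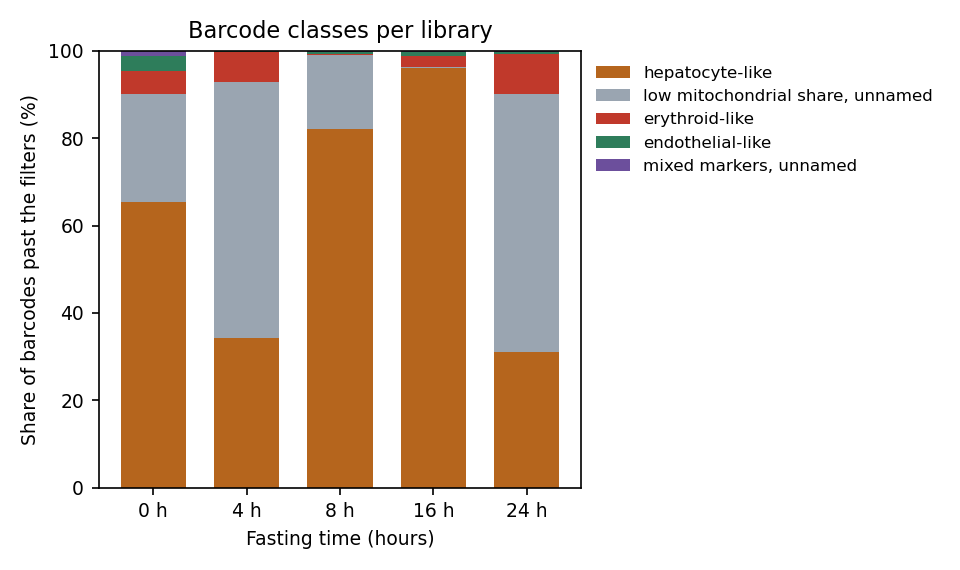
Share of barcodes in percent (y axis) in each cell class for the 5 libraries (x axis), after the filters and doublet calls. The hepatocyte-like share was lowest at 4 h (34.3%) and 24 h (31.0%), where clusters with almost no mitochondrial UMIs held most barcodes.

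Different clusters held the hepatocytes of the 5 libraries, so that values within the class were compared and cluster sizes were not. Clusters 3, 6 and 12 held 54.4%, 22.9% and 19.1% of the fed hepatocytes, and clusters 11, 14 and 6 held 57.3%, 29.3% and 10.4% of those at 4 h. Clusters 7 and 14 held 87.6% and 11.3% at 8 h. Clusters 4, 5, 10 and 6 held 35.3%, 28.8%, 23.7% and 7.39% at 16 h, and clusters 9 and 16 held 71.8% and 26.3% at 24 h. Acute-phase genes were among the leading genes of clusters 4 (Saa3, Lcn2, Saa2) and 10 (Saa2, Saa1), and immediate-early genes such as Egr1 were among the leading genes of clusters 5 and 11. Cxcl1, a chemokine gene, was among those of cluster 3.

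Summed hepatocyte counts addressed how each gluconeogenic gene changed with fasting time. The comparisons rested on 32806133 to 43226863 nuclear-encoded UMIs per library. Pck1 (ENSMUSG00000027513, chromosome 2, 173153048 to 173159273, plus strand, GRCm38), which encodes cytosolic phosphoenolpyruvate carboxykinase, stood at 929 CPM in the fed library (95% interval 919 to 939). It stood at 4102 CPM at 4 h (4083 to 4121), 3668 CPM at 8 h (3647 to 3688), 3747 CPM at 16 h (3726 to 3768) and 5069 CPM at 24 h (5045 to 5093). The log2 ratio to fed was 2.14 at 4 h (2.13 to 2.16), 1.98 at 8 h (1.964 to 1.999), 2.01 at 16 h (1.995 to 2.030) and 2.45 at 24 h (2.43 to 2.47). Subtracting free RNA moved the 8 h ratio most, to 1.74. Over 16 other settings the ratios ranged from 1.99 to 2.27, 1.74 to 2.16, 1.92 to 2.14 and 2.30 to 2.55. Against the library before, the log2 ratio was -0.16 at 8 h, 0.031 at 16 h and 0.44 at 24 h.

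G6pc (ENSMUSG00000078650, chromosome 11, 101367561 to 101377903, plus strand), the glucose-6-phosphatase gene, stood at 414, 351, 729, 787 and 632 CPM in time order. Its log2 ratio to fed was -0.24 at 4 h (-0.27 to -0.21), 0.81 at 8 h (0.78 to 0.84), 0.93 at 16 h (0.90 to 0.95) and 0.61 at 24 h (0.58 to 0.64). Against the library before, G6pc changed by 1.05 at 8 h, 0.11 at 16 h and -0.32 at 24 h on the log2 scale. Fbp1 (ENSMUSG00000069805, chromosome 13, 62864753 to 62888282, minus strand), which encodes a fructose bisphosphatase, stood at 1112, 700, 654, 924 and 957 CPM. Its log2 ratio to fed was -0.67, -0.77, -0.27 and -0.22 at 4, 8, 16 and 24 h. With all cells past the filters, or with the low-mitochondrial clusters counted as hepatocytes, the 24 h ratio of Fbp1 was 0.12. Fbp1 changed by -0.097, 0.50 and 0.050 against the library before. Pcx (ENSMUSG00000024892, chromosome 19, 4510472 to 4621752, plus strand), the pyruvate carboxylase gene, stood at 251, 236, 281, 237 and 323 CPM. Its log2 ratio to fed was -0.087 at 4 h (-0.13 to -0.046), 0.16 at 8 h, -0.084 at 16 h and 0.36 at 24 h. The 4 h ratio of Pcx was 0.042 with TMM scaling and 0.011 with median-of-ratios scaling, and the 16 h ratio was 0.0023 with all cells. Pcx changed by 0.25, -0.25 and 0.45 against the library before.

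**Figure D2:**
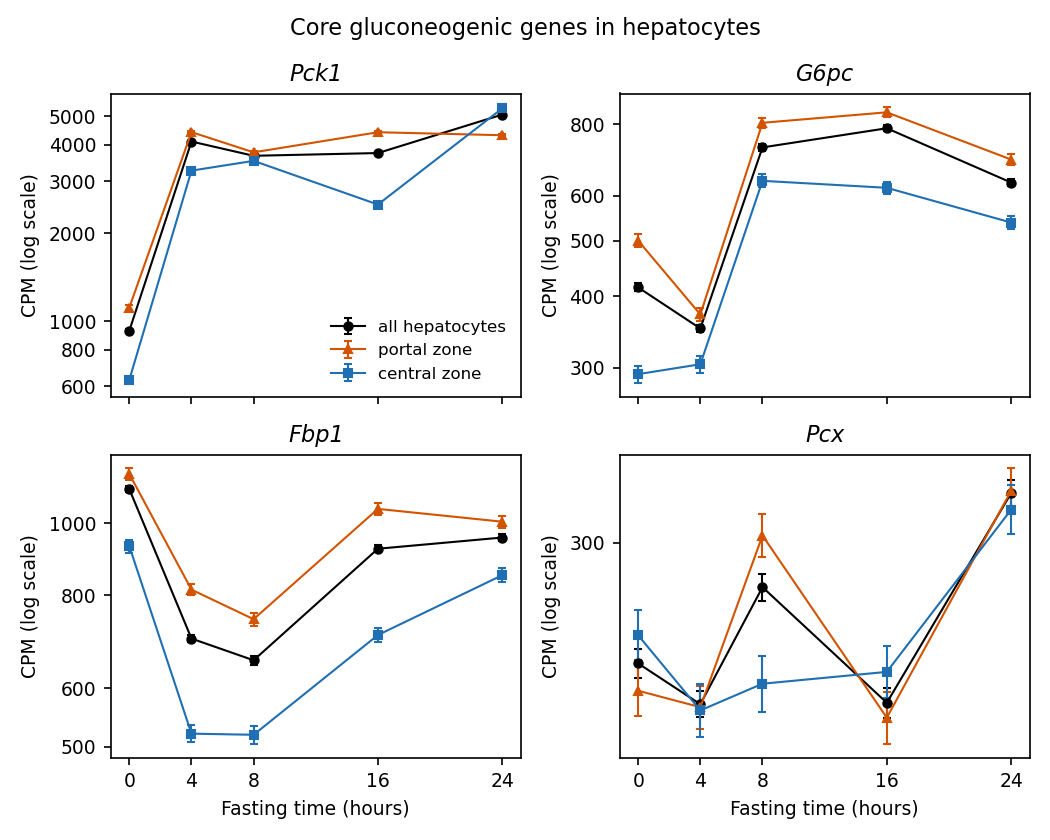
CPM in hepatocytes (y axis) against hours without food (x axis) for Pck1, G6pc, Fbp1 and Pcx, 1 library per point, with bars for 95% Poisson intervals that cover counting error only. Pck1 rose from 929 CPM in the fed library to 3668 CPM or more in each fasted library.

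The fixed gluconeogenesis list, with 14 of 15 members above the expression minimum, had a median log2 ratio to fed of -0.11 at 4 h, 0.13 at 8 h, -0.18 at 16 h and 0.24 at 24 h. These medians lay at percentiles 10.5, 64.9, 7.72 and 75.1 of 10000 random lists matched on expression, as a description of these libraries. At 4, 8, 16 and 24 h, 5, 8, 4 and 10 of the 14 members were higher than fed. The mean was 0.20, 0.52, -0.098 and 0.47, so that median and mean differed in sign at 4 h. TMM scaling moved the 4 h median to 0.019. The highest member was Got1 at 4 h (2.20) and 8 h (3.43) and Pck1 at 16 and 24 h. Against the library before, the list median was 0.27 at 8 h (percentile 99.9), -0.38 at 16 h (14.02) and 0.44 at 24 h (93.3).

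The median of the glycolysis and lipogenesis list (11 of 15 members) was -1.76, -2.90, -2.82 and -2.47 at 4, 8, 16 and 24 h against fed, at percentile 0.0 each time. The 8 h median was -1.50 without the expression minimum, the largest shift among the settings tried. At 24 h its members ranged from Mlxipl at -1.39 to Fasn at -4.07. Its median against the library before was -0.36 at 8 h (percentile 2.01), 0.43 at 16 h (93.5) and -0.031 at 24 h (39.1), where the mean of 0.0092 had the other sign. The fatty acid oxidation and ketogenesis list (17 of 19 members) had medians of -0.035, 0.21, 0.43 and 0.74 against fed, at percentiles 34.7, 90.2, 99.9 and 99.98. The means were 0.23, 0.55, 0.56 and 1.02, with median and mean of different sign at 4 h, where other settings gave medians from -0.16 to 0.094. At 24 h its members ranged from Hadha at -0.073 to Angptl4 at 3.903. Against the library before, its median was 0.13, 0.28 and 0.41 at 8, 16 and 24 h (percentiles 98.0, 86.7 and 98.1). The urea cycle list (7 of 7 members) had medians of 0.15, 0.54, -0.34 and 0.17 against fed, at percentiles 57.0, 90.0, 2.72 and 61.0. Its 24 h median was -0.26 with free RNA subtracted. At 24 h its members ranged from Cps1 at -0.34 to Arg1 at 0.94. Its median against the library before was 0.39, -0.89 and 0.16 (percentiles 99.7, 2.51 and 54.9).

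The dissociation stress list, included as a technical check, kept 3 of 10 members (Dusp1, Egr1 and Junb). Its median against fed was -0.63, -1.60, 0.59 and -1.51 at 4, 8, 16 and 24 h, at percentiles 4.97, 0.16, 97.4 and 0.46. The mean had the sign of the median at each time. At 24 h the members ranged from Dusp1 at -1.71 to Egr1 at -0.81. Clock genes were compared because the libraries were taken at different hours. The list kept 4 of 15 members (Clock, Hlf, Nr1d2 and Tef), with medians of -0.49, -1.32, 0.14 and 0.18 at percentiles 6.17, 0.27, 81.4 and 81.9. At 24 h, sampled at the same clock hour as the fed library, the members ranged from Hlf at -0.0045 to Tef at 0.23. The 24 h median was -0.10 with all cells past the filters and -0.084 with the low-mitochondrial clusters counted.

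**Figure D3:**
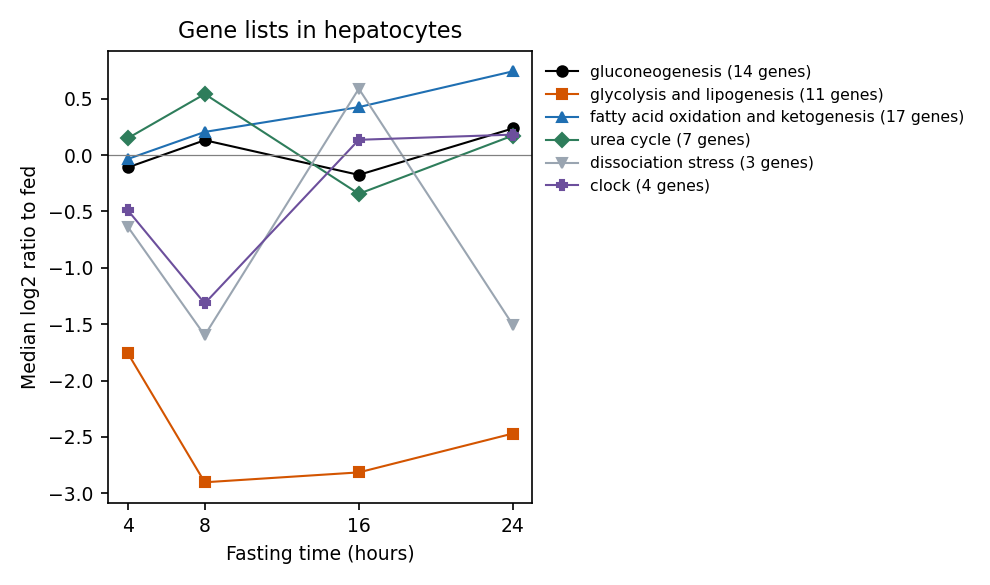
Median log2 ratio to fed (y axis) of 6 fixed gene lists against hours without food (x axis), in hepatocytes, 1 library per time point and without error bars. The glycolysis and lipogenesis median was lowest at each time, at -1.76 to -2.90.

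Genes at least 2-fold higher than fed numbered 175 at 4 h, 251 at 8 h, 99 at 16 h and 205 at 24 h. Those at least 2-fold lower numbered 173, 370, 121 and 307, of 2966, 3028, 2997 and 3019 genes that met the expression minimum. The median log2 ratio of 2698 genes was 0.14, 0.15, 0.0062 and 0.10 with TMM scaling, against 0.013, -0.027, -0.012 and 0.0084 with the main scaling, so that changes of that size depend on the scaling. With TMM scaling the split of higher to lower was 225 to 128 at 4 h, 343 to 265 at 8 h and 258 to 250 at 24 h. Median-of-ratios scaling gave 331 to 276 at 8 h, and all UMIs in the denominator gave 132 to 219 at 4 h. Subtracting free RNA gave 420 to 226 at 4 h, 581 to 506 at 8 h and 286 to 163 at 16 h. The minimum of 10 CPM moved the number of lower genes most, to 419, 838, 251 and 597. At all 4 times 18 genes were higher and 62 were lower, against 0 and 0 in a simulation of 4 unchanged libraries against the same fed library. That simulation held counting noise alone, and it cannot give the number expected of separate animals compared with 1 fed library.

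At 4 h the highest log2 ratios belonged to Mt2 (ENSMUSG00000031762, 6.13, 6.03 to 6.22), Mt1 (ENSMUSG00000031765, 5.66) and Cdkn1a (ENSMUSG00000023067, 5.26). The lowest belonged to Fasn (ENSMUSG00000025153, -4.60), Cxcl1 (ENSMUSG00000029380, -3.93) and Inhba (ENSMUSG00000041324, -3.89). At 8 h Cdkn1a (6.98), Elovl3 (ENSMUSG00000038754, 6.96) and Mt2 (6.05) were highest. Cxcl1 (-8.02, -8.77 to -7.36, from 18 UMIs), Gadd45a (ENSMUSG00000036390, -6.02) and Elovl6 (ENSMUSG00000041220, -5.31) were lowest at 8 h. At 16 h Saa3 (ENSMUSG00000040026, 5.31), Lcn2 (ENSMUSG00000026822, 4.69) and Saa2 (ENSMUSG00000057465, 4.53, 4.50 to 4.56) were highest, and Thrsp (ENSMUSG00000035686, -4.74), Fasn (-4.04) and Elovl6 (-3.68) were lowest. At 24 h Acot3 (ENSMUSG00000021228, 4.17), Mt2 (3.98) and Mt1 (3.92) were highest, and Sdf2l1 (ENSMUSG00000022769, -4.64), Creld2 (ENSMUSG00000023272, -4.62) and Saa2 (-4.60) were lowest. Each of these genes kept its direction under every setting in which it was recomputed. Saa2 stood at 215, 1035, 12.7, 4959 and 8.87 CPM in time order, and its separation from the near-identical Saa1 depends on the authors' counting. Among hepatocytes thinned to 1000 UMIs at 16 h, 66.4% had a Saa2 UMI (79.3% unthinned, median 3797 UMIs), beside 61.3% of endothelial-like cells (median 1411 UMIs). In GENCODE M21 Saa2 lies on chromosome 7 at 46751790 to 46754313, Mt2 on chromosome 8 at 94172664 to 94173568 and Fasn on chromosome 11 at 120805846 to 120824547.

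Portal and central zones of each library addressed whether the gluconeogenic genes changed their distribution across the lobule. Each outer zone held 2178, 1132, 900, 2994 and 1030 cells at 0, 4, 8, 16 and 24 h. Of all hepatocytes, 25.2%, 19.9%, 24.8%, 19.3% and 21.5% lay within 0.1 SD of a zone limit. The median Cyp2e1 level in the central zone, in UMIs per 10000, was 20.9, 68.5, 31.4, 59.6 and 0.913, and Cyp2f2 at 24 h was 16.7 in the central and 20.3 in the portal zone. The zones of the 24 h library were thus less separated by their own landmarks, and 12 of 14 central landmarks were lower than fed there (median log2 ratio -2.01). At 8 h 12 of 14 were lower too, with a smaller fall (median -0.38). Across genes within a library, the SD of the log2 portal to central ratio was 0.31, 0.46, 0.43, 0.41 and 0.38. Its Pearson correlation with the fed library over 2177 genes, which are not independent replicates, was 0.885, 0.851, 0.862 and 0.752.

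Pck1 stood at 1113 CPM in the portal and 632 CPM in the central zone of the fed library, a log2 ratio of 0.82 (0.78 to 0.86). The ratio was 0.44 at 4 h (0.42 to 0.45, 4417 and 3264 CPM), 0.097 at 8 h (0.076 to 0.12, 3768 and 3524 CPM) and 0.82 at 16 h (0.80 to 0.84, 4413 and 2501 CPM). At 24 h it was -0.30 (-0.32 to -0.29), with 4310 CPM in the portal and 5321 CPM in the central zone. Random lists matched to the gluconeogenesis list had a median ratio of -0.24 at 24 h. A negative ratio in that library was thus not specific to Pck1. Counting the low-mitochondrial clusters as hepatocytes moved the 24 h ratio most, to 0.54. It was also above 0 with all cells past the filters (0.52), with at most 15% mitochondrial UMIs (0.10) and without clusters 6 and 16 (0.033, 0.014 to 0.052). Cluster 16, with few genes for its UMIs, held 53.1% of the 24 h portal zone at 2504 CPM of Pck1, against 5616 CPM in the portal cells of cluster 9. The 8 h ratio was -0.080 as the mean of per-cell CPM. The change of the ratio from fed to 24 h was -1.12, and it was negative in all 20 other settings (-1.56 to -0.58). From fed, portal Pck1 rose by 1.99, 1.76, 1.99 and 1.95 on the log2 scale at 4, 8, 16 and 24 h, and central Pck1 rose by 2.37, 2.48, 1.99 and 3.07. These rises depend on a fed portal zone of which cluster 6 held 44.9%. Its portal cells stood at 553 CPM of Pck1, against 1385 CPM in those of cluster 3. Without clusters 6 and 16 the fed level was 1292 CPM in the portal and 572 CPM in the central zone.

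**Figure D4:**
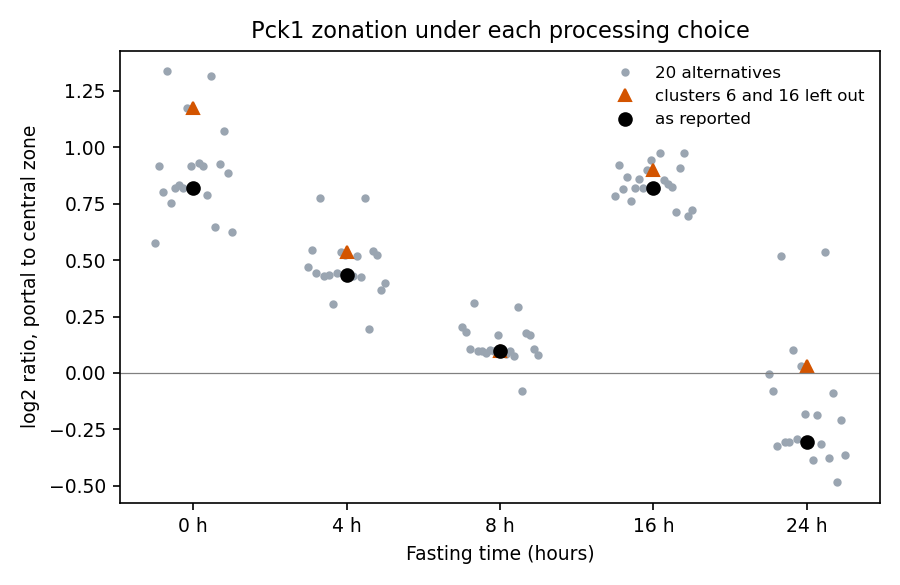
Pck1 in the portal and central zones of hepatocytes against hours without food (x axis), 1 library per time point. Counting intervals of Pck1 do not cover variation between animals. The portal zone was above the central zone at 0, 4, 8 and 16 h and below it at 24 h, an order that turned to 5648 against 5521 CPM without clusters 6 and 16.

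The portal to central log2 ratio of G6pc was 0.78, 0.29, 0.34, 0.44 and 0.37 at 0, 4, 8, 16 and 24 h. Its portal level changed by -0.43, 0.69, 0.75 and 0.47 from fed, and its central level by 0.058 (-0.013 to 0.13), 1.12, 1.08 and 0.88. The central change of G6pc at 4 h was thus not detectable at this depth. The ratio of Fbp1 was 0.32, 0.64, 0.52, 0.56 and 0.24. With all cells past the filters it was -0.082 at 4 h and -0.44 at 24 h, and with the low-mitochondrial clusters counted it was -0.079 and -0.45. The ratio of Pcx was -0.12, 0.0069, 0.32, -0.098 and 0.040, where the 4 h value (-0.065 to 0.079) and the 24 h value (-0.031 to 0.11) were not distinguishable from 0 at this depth. Over 20 other settings the 4 h ratio ranged from -0.033 to 0.32 and the 24 h ratio from -0.031 to 0.70, both highest with all cells past the filters, so that these values depend on the processing too. The fed ratio of Pcx was 0.14 with all cells and 0.065 with the low-mitochondrial clusters counted. At 16 h it was 0.0048 with TMM scaling and 0.028 without genes over 1% of UMIs in the denominator. The change of the ratio from fed at 4, 8, 16 and 24 h was -0.49, -0.44, -0.34 and -0.41 for G6pc, 0.32, 0.19, 0.24 and -0.084 for Fbp1, and 0.13, 0.43, 0.020 and 0.16 for Pcx. At 8 h Pcx changed by 0.33 (0.26 to 0.40) in the portal and -0.10 (-0.18 to -0.022) in the central zone, where TMM scaling gave 0.018 (-0.063 to 0.099).

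Over the gluconeogenesis list the median log2 portal to central ratio was 0.095, 0.22, 0.13, 0.40 and 0.0045 in time order, at percentiles 99.3, 99.3, 98.7, 100 and 93.1. The median of the random lists was -0.11 at 0 h and -0.24 at 24 h. Sds had the highest ratio each time (1.37, 2.48, 1.61, 2.65 and 0.37). The lowest was Gpt2 at 0, 4 and 8 h, Gpd1 at 16 h (-0.16) and Tat at 24 h (-0.48). All cells past the filters moved the fed median most, to 0.45. The median change of the ratio from fed was 0.12, 0.071, 0.20 and -0.14 at 4, 8, 16 and 24 h, at percentiles 92.7, 74.8, 99.9 and 27.0. With all cells past the filters it was -0.21, -0.053 and -0.12 at 4, 8 and 16 h, and with the low-mitochondrial clusters counted it was -0.19, -0.038 and -0.11. Without clusters 6 and 16 it was -0.036 at 4 h and -0.13 at 8 h. The 24 h change was negative in all 21 other settings (-0.33 to -0.0051).

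Among genes outside the landmarks with a mean of 50 CPM or more over both zones at 0 h and at 24 h, the largest rises of the portal to central log2 ratio from fed to 24 h included those of Mup17 (ENSMUSG00000096688, chromosome 4, from -3.12 to -0.56) and Nr1i3 (ENSMUSG00000005677, chromosome 1, from -1.33 to -0.35). Mup17 belongs to a family of near-identical genes, so that its counts are uncertain. The largest falls above that minimum were those of Pck1 (-1.12), Sds (ENSMUSG00000029597, chromosome 5, from 1.37 to 0.37) and Hal (ENSMUSG00000020017, chromosome 10, from 0.75 to -0.14). The fall of Sds ranged from -2.06 to -0.81 over 19 settings and that of Hal from -1.62 to -0.68 over 20.

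Thinned to 1000 UMIs, 50.3% of fed hepatocytes had a Pck1 UMI (95% interval 49.1% to 51.5%), beside 27.9% of 340 endothelial-like cells. The hepatocyte share was 95.5% at 4 h, 96.5% at 8 h, 93.2% at 16 h and 96.7% at 24 h, beside endothelial-like shares of 55.6% of 9, 22.2% of 18, 78.8% of 80 (68.2% to 87.1%) and 94.2% of 52 cells (84.1% to 98.8%). The 24 h hepatocyte share was thus not separable from background. Unthinned hepatocyte shares were 84.8%, 99.9%, 100%, 99.0% and 100%. The median depth in nuclear-encoded UMIs was 5445, 13471, 13659, 3797 and 10755 for hepatocytes and 1797, 3971, 1668, 1411 and 3578 for endothelial-like cells. Thinning left out 0, 4, 24, 113 and 0 hepatocytes and 6 endothelial-like cells at 16 h. By zone, 54.2% of portal (52.1% to 56.3%) and 41.8% of central fed hepatocytes (39.7% to 43.9%) had a Pck1 UMI, and 93.5% (91.8% to 94.9%) and 97.8% (96.7% to 98.6%) at 24 h. Without thinning the fed shares moved most, to 85.1% in the portal and 78.2% in the central zone. For G6pc the thinned hepatocyte shares were 31.5%, 28.2%, 48.7%, 51.1% and 44.5% (unthinned 74.5%, 89.3%, 94.6%, 83.6% and 94.1%). The endothelial-like shares were 6.47%, 0% (up to 33.6%), 0% (up to 18.5%), 30% and 15.4%.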

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

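The tests of scaling for G6pc and for Pcx at 4 h were chosen only after the results were seen, as was the thinning of hepatocytes to the depth of low-mitochondrial barcodes, and subtracting free RNA was a setting added later. Differences between libraries or zones in this part were not tested, since each rests on 1 library per time point. In each case a biological effect of fasting time stays open, and it cannot be separated from the animals used or, except between 24 h and 0 h, from the hour of day.

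Pcx moved in opposite directions in the 2 zones at 8 h, by 0.33 in the portal and -0.10 in the central zone on the log2 scale, a difference of 0.43 that was not tested. Cells with few genes for their UMIs in the fed portal zone were weighed as a cause. Without clusters 6 and 16 the portal change was 0.31 (0.23 to 0.38) and the central change -0.13 (-0.21 to -0.040), a difference of 0.43, which argues against that explanation. With TMM scaling the central change was 0.018 (-0.063 to 0.099), so that the fall in the central zone may come from scaling to total UMIs. The difference between the zones was still 0.42 under that scaling, and its cause stays open.

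G6pc was lower than fed at 4 h and higher at 8, 16 and 24 h, with a difference of 1.16 between the 16 h and 4 h changes that was not tested. If scaling to total UMIs were the whole cause, the 4 h fall would vanish under factors that do not follow the most abundant genes. The higher of the changes under TMM and median-of-ratios scaling was -0.11, which argues against that explanation.

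Pcx was lower than fed at 4 h and higher at 24 h, with a difference of 0.45 that was not tested. Under TMM scaling the 4 h change was 0.042, so that the fall at 4 h may come from the scaling. The rise at 24 h held in all 16 settings (0.083 to 0.47).

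Saa2, an acute-phase gene, changed by 4.53 at 16 h and by -4.60 at 24 h against fed on the log2 scale. The difference of 9.13 was not tested. The gene was also higher at 4 h (2.27) and lower at 8 h (-4.08), so that it followed no order of time. With free RNA subtracted the 16 h change was 4.28 and the 24 h change -4.78. This argues against RNA of the low-mitochondrial profile as the whole cause, though the 16 h profile rested on 55 barcodes. Which cells were the source of Saa2 was not tested. Its near-identical neighbour Saa1 stood at 386, 1107, 37.8, 4893 and 19.7 CPM in time order and moved the same way, and how reads were split between the paralogs stays open. An inflammatory state of single animals, the isolation and the fasting time stay open. The hour of day stays open for the 16 h change, while the 24 h and fed libraries were taken at the same clock hour.

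Pck1 UMIs were also present in barcodes with almost no mitochondrial UMIs, which the comparisons used only in other settings and as the profile of free RNA. They stood at 358 CPM at 0 h, 1935 CPM at 4 h, 1396 CPM at 8 h, 2123 CPM at 16 h (55 barcodes) and 3030 CPM at 24 h, from 348 to 45601 Pck1 UMIs. Droplets filled from one shared pool of free RNA would show Cyp2e1 counts that vary little more than chance sampling, because the difference between zones is lost in a pool. The ratio of observed to binomial variance of Cyp2e1 was 1.47, 1.27, 1.49 and 1.37 at 0, 4, 8 and 24 h, and the 16 h ratio of 1.77 rested on too few barcodes. This ratio grows with depth, so hepatocytes were thinned to the median depth of these barcodes (1651, 1844, 490 and 2640 nuclear-encoded UMIs), where it was 14.9, 14.9, 3.70 and 24.5. Other genes had median ratios of 1.05 to 1.08 in these barcodes, but Cyp2e1 at 0 and 4 h was above 95% of them (limits 1.31 and 1.27). For Cyp2f2, a portal landmark, the ratio was 1.007, 1.038, 1.029 and 1.124 at 0, 4, 8 and 24 h. In thinned hepatocytes the Cyp2f2 ratio was 1.535, 1.768, 1.22 and 1.453. For Pck1 the ratio was 1.08, 1.13, 1.43 and 1.56, against 1.90, 1.93, 1.23 and 2.84 in thinned hepatocytes. It was above 95% of other genes at 24 h (limit 1.41), and at 8 h it was above the thinned hepatocytes. The Cyp2e1 ratios lay far nearer to those of a pool than to those of cells thinned to that median depth, and the barcodes kept their own spread of depths. The Cyp2f2 ratios went with a shared pool, while some Cyp2e1 and Pck1 ratios exceeded those of most other genes. Droplets with free RNA alone and a part that holds RNA of single cells thus cannot be told apart. The Pck1 values were lower than in hepatocytes at each time, and whether they follow the feeding state was not tested.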

How the results depend on the processing

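The settings that subtracted free RNA, removed the highest 8% of doublet scores, left out clusters 6 and 16, or counted the low-mitochondrial or the erythroid-like clusters as hepatocytes were chosen only after the data had been seen. Over 24 settings, 116 reported values were recomputed 1986 times. Of results that answer a comparison, 564 recomputed values stayed within the counting interval (for counts of genes, within a factor of 1.5), 253 moved beyond it with their sign kept or undecided, and 12 reversed. Of single-gene values 736 stayed, 403 moved (144 closer to 0 and 259 farther from it) and 18 reversed. No value moved with at most 60% mitochondrial UMIs or with doublets kept, and removing the highest 8% of doublet scores moved 3 single-gene values. No paired analysis was possible because the groups share only replicate number 1.

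The ratio of Pck1 to fed kept its direction in all 16 settings, from 1.99 to 2.27 at 4 h and from 2.30 to 2.55 at 24 h. G6pc stayed below fed at 4 h (-0.58 to -0.11) and above fed at 24 h (0.18 to 0.71). The glycolysis and lipogenesis median stayed below 0 in 17 settings, from -1.99 to -1.21 at 4 h and from -2.61 to -2.22 at 24 h. The fatty acid oxidation median stayed above 0 at 8 h (0.18 to 0.38), 16 h (0.37 to 0.46) and 24 h (0.66 to 0.84), and changed sign at 4 h, where the reported -0.035 was too near 0 to give a direction. The gluconeogenesis median kept its sign at 8, 16 and 24 h (0.10 to 0.31, -0.22 to -0.084 and 0.0995 to 0.33). The portal to central ratio of G6pc was above 0 in all 20 settings at each time, with a range of 0.18 to 1.88 at 24 h. The zonal gluconeogenesis median was above 0 in all 21 settings at 0, 4, 8 and 16 h, and ranged from -0.12 to 0.43 at 24 h, where the reported 0.0045 was too near 0 to give a direction. The change of the Pck1 ratio from fed to 24 h was negative in all 20 settings (-1.56 to -0.58).

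Values beyond their interval follow by setting for results that answer a comparison. Ratios of single genes are listed by setting only where their sign changed. Unless a gene, a share or a zone is named, the listed values are medians of the log2 ratio to fed over a gene list. Zonal values are log2 ratios of the portal to the central zone. The cause was not tested where none is given.

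With TMM scaling, the sign changed for Pcx against fed (0.042 at 4 h), zonal Pcx (0.0048 at 16 h) and the gluconeogenesis median (0.019 at 4 h). Gluconeogenesis stood at 0.31 and 0.33 at 8 and 24 h, and glycolysis and lipogenesis at -1.63, -2.73 and -2.37 at 4, 8 and 24 h. Fatty acid oxidation stood at 0.094, 0.38 and 0.84 at 4, 8 and 24 h, and the urea cycle at 0.28, 0.72 and 0.27 at 4, 8 and 24 h. Stress stood at -0.51 and -1.42 at 4 and 8 h, and the clock at -0.36, -1.14 and 0.28 at 4, 8 and 24 h. In this setting the zonal gluconeogenesis median was 0.19, 0.33, 0.22, 0.50 and 0.23 at 0, 4, 8, 16 and 24 h, and its change from fed was -0.017 at 24 h. With median-of-ratios scaling, the sign changed for Pcx against fed (0.011 at 4 h). Gluconeogenesis stood at -0.011, 0.29 and 0.32 at 4, 8 and 24 h, and glycolysis and lipogenesis at -1.66 and -2.74 at 4 and 8 h. Fatty acid oxidation was at 0.063, 0.37 and 0.82 at 4, 8 and 24 h, and the urea cycle at 0.25, 0.70 and 0.25 at 4, 8 and 24 h. Stress stood at -0.54 and -1.44 at 4 and 8 h, and the clock at -0.39, -1.16 and 0.26 at 4, 8 and 24 h. With it the zonal gluconeogenesis median was 0.20, 0.33, 0.21, 0.48 and 0.22 at 0, 4, 8, 16 and 24 h, and its change from fed was -0.035 at 24 h. With all UMIs in the denominator, gluconeogenesis stood at -0.24, 0.17, -0.20 and 0.16 at 4, 8, 16 and 24 h, and glycolysis and lipogenesis at -1.89 and -2.55 at 4 and 24 h. Fatty acid oxidation stood at -0.16 and 0.66 at 4 and 24 h, and the urea cycle at 0.021, -0.37 and 0.094 at 4, 16 and 24 h. Stress stood at -0.76 at 4 h, and the clock at -0.62 and 0.10 at 4 and 24 h. With the denominator without genes over 1%, the sign changed for zonal Pcx (0.028 at 16 h). Gluconeogenesis stood at -0.17 and 0.10 at 4 and 8 h, and glycolysis and lipogenesis at -1.81 at 4 h. Fatty acid oxidation was at -0.093 at 4 h, and the urea cycle at 0.091 and -0.35 at 4 and 16 h. The clock stood at -0.55 at 4 h. This setting's zonal gluconeogenesis median was 0.20, 0.31, 0.21, 0.52 and 0.13 at 0, 4, 8, 16 and 24 h. With the mean of per-cell CPM, the sign changed for zonal Pck1 (-0.080 at 8 h). Gluconeogenesis stood at -0.054 and -0.14 at 4 and 16 h, and glycolysis and lipogenesis at -1.67 at 4 h. Fatty acid oxidation stood at 0.077 at 4 h, and the urea cycle at 0.23 and 0.69 at 4 and 8 h. The clock stood at -1.22 at 8 h. Here the zonal gluconeogenesis median was 0.17, 0.32 and -0.10 at 4, 16 and 24 h. The cause was not tested for these shifts.

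With all cells past the filters, the sign changed for Fbp1 against fed (0.12 at 24 h), Pcx against fed (0.0023 at 16 h), zonal Fbp1 (-0.082 and -0.44 at 4 and 24 h) and zonal Pck1 (0.52 at 24 h). It also changed for zonal Pcx (0.14 at 0 h), the zonal change of the gluconeogenesis list (-0.21, -0.053 and -0.12 at 4, 8 and 16 h) and the clock median (-0.10 at 24 h). Gluconeogenesis stood at -0.18, 0.20 and 0.11 at 4, 8 and 24 h, and glycolysis and lipogenesis at -1.40, -2.69 and -2.61 at 4, 16 and 24 h. Fatty acid oxidation was at 0.057, 0.27 and 0.66 at 4, 8 and 24 h, and the urea cycle at -0.22 and 0.058 at 16 and 24 h. Stress stood at -0.74 and -1.52 at 4 and 8 h, and the clock at -0.62, -1.25 and 0.23 at 4, 8 and 16 h. In this setting the zonal gluconeogenesis median was 0.45, 0.34 and 0.42 at 0, 8 and 24 h, and its change from fed was -0.089 at 24 h. Here the share with a Pck1 UMI was 30.8% and 94.1% at 0 and 24 h in the central zone. With the low-mitochondrial clusters counted as hepatocytes, the sign changed for Fbp1 against fed (0.12 at 24 h), zonal Fbp1 (-0.079 and -0.45 at 4 and 24 h), zonal Pck1 (0.54 at 24 h) and zonal Pcx (0.065 at 0 h). It also changed for the zonal change of the gluconeogenesis list (-0.19, -0.038 and -0.11 at 4, 8 and 16 h) and the clock median (-0.084 at 24 h). The hepatocyte share was 90.1%, 92.8%, 99.1% and 90.2% at 0, 4, 8 and 24 h. The number of genes at least 2-fold higher was 312 at 24 h. Gluconeogenesis stood at -0.20, 0.17 and 0.10 at 4, 8 and 24 h, and glycolysis and lipogenesis at -1.43, -2.71 and -2.61 at 4, 16 and 24 h. Fatty acid oxidation stood at 0.045 and 0.66 at 4 and 24 h, and the urea cycle at 0.059 at 24 h. Stress stood at -0.74 and -1.53 at 4 and 8 h, and the clock at -0.63 and 0.21 at 4 and 16 h. With it the zonal gluconeogenesis median was 0.42, 0.33 and 0.43 at 0, 8 and 24 h, and its change from fed was -0.034 at 24 h. In this setting the share with a Pck1 UMI was 95.7% at 24 h in the portal zone and 32.4% and 94.5% at 0 and 24 h in the central zone. With the erythroid-like clusters counted as hepatocytes, the hepatocyte share was 70.8%, 41.3%, 98.4% and 40.0% at 0, 4, 16 and 24 h. Gluconeogenesis stood at 0.20 at 24 h, and glycolysis and lipogenesis at -1.73 at 4 h. Fatty acid oxidation was at 0.72 at 24 h, and the urea cycle at 0.12 at 24 h. This setting's zonal gluconeogenesis median was 0.054 at 24 h. With it the share with a Pck1 UMI was 90.9% at 24 h in the portal zone and 36.5% and 93.0% at 0 and 24 h in the central zone. The hepatocyte shares follow from the definition of the class. For the other values of these settings the cause was not tested.

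With clusters 6 and 16 left out, the sign changed for zonal Pck1 (0.033 at 24 h) and the zonal change of the gluconeogenesis list (-0.036 and -0.13 at 4 and 8 h). Gluconeogenesis stood at -0.14 and -0.21 at 4 and 16 h, and glycolysis and lipogenesis at -1.79 and -2.37 at 4 and 24 h. Fatty acid oxidation stood at -0.10, 0.28, 0.37 and 0.80 at 4, 8, 16 and 24 h, and the urea cycle at -0.36 and 0.23 at 16 and 24 h. Stress stood at -0.72 at 4 h, and the clock at -1.39, 0.064 and 0.23 at 8, 16 and 24 h. This setting's zonal gluconeogenesis median was 0.32 and 0.11 at 0 and 24 h, and its change from fed was 0.047 and -0.27 at 16 and 24 h. In this setting the share with a Pck1 UMI was 65.2% and 99.6% at 0 and 24 h in the portal zone and 38.0% and 99.6% at 0 and 24 h in the central zone. With free RNA subtracted, the sign changed for the urea cycle median (-0.26 at 24 h). Genes at least 2-fold higher then numbered 420, 581, 286 and 335 at 4, 8, 16 and 24 h. Gluconeogenesis stood at -0.075, 0.22, -0.22 and 0.17 at 4, 8, 16 and 24 h, and glycolysis and lipogenesis at -1.99 and -2.98 at 4 and 16 h. Fatty acid oxidation was at 0.044, 0.28 and 0.84 at 4, 8 and 24 h, and the urea cycle at 0.025 and -0.48 at 4 and 16 h. Stress stood at -1.86 and -1.66 at 8 and 24 h, and the clock at -0.56, -1.50 and 0.23 at 4, 8 and 24 h. Here the zonal gluconeogenesis median was 0.17 and 0.45 at 4 and 16 h, and its change from fed was 0.014 at 8 h. For both settings the cause was not tested, except for zonal Pck1 at 24 h.

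With at most 15% mitochondrial UMIs, the sign changed for zonal Pck1 (0.10 at 24 h). The hepatocyte share then was 63.2%, 4.14%, 94.3% and 11.5% at 0, 4, 16 and 24 h. Gluconeogenesis stood at -0.20, -0.21 and 0.18 at 4, 16 and 24 h, and glycolysis and lipogenesis at -1.73 and -2.22 at 4 and 24 h. The clock stood at -0.70 at 4 h. With it the zonal gluconeogenesis median was 0.086 and 0.18 at 4 and 24 h, and its change from fed was 0.035 and -0.0051 at 4 and 24 h. This setting's share with a Pck1 UMI was 99.3% at 24 h in the portal zone and 96.1% at 24 h in the central zone. With at least 2000 UMIs, the hepatocyte share was 88.2%, 58.6%, 92.5% and 99.0% at 0, 4, 8 and 16 h. With at least 500 UMIs, the hepatocyte share was 93.5% at 16 h. With the lower expression minimum (10 CPM for counts of genes, none for lists), 283, 432, 212 and 371 genes were at least 2-fold higher and 419, 838, 251 and 597 lower. These compare with 175, 251, 99 and 205 higher and 173, 370, 121 and 307 lower. Gluconeogenesis stood at 0.16, -0.084 and 0.27 at 8, 16 and 24 h, and glycolysis and lipogenesis at -1.21, -1.50, -2.25 and -2.31 at 4, 8, 16 and 24 h. Stress stood at -0.36 and -1.40 at 4 and 8 h, and the clock at -0.58 and 0.22 at 4 and 24 h. More genes enter the counts at the lower expression minimum by construction, and filters on UMIs or mitochondrial share act directly on the hepatocyte share. For the other shifts the cause was not tested.

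With Cyp2f2 and Cyp2e1 as sole landmarks, the zonal gluconeogenesis median was 0.18, 0.17 and 0.040 at 0, 4 and 24 h. Here the share with a Pck1 UMI was 51.8% and 95.6% at 0 and 24 h in the portal zone and 96.6% at 24 h in the central zone. With the outer of 5 equal parts, the zonal gluconeogenesis median was 0.19 and -0.093 at 8 and 24 h, and its change from fed was 0.18 and -0.33 at 4 and 24 h. In this setting the share with a Pck1 UMI was 51.0% and 90.0% at 0 and 24 h in the portal zone and 37.3% at 0 h in the central zone. With the landmarks without Cyp2f2, Cyp2e1 and the Cyp2c genes, the zonal gluconeogenesis median was -0.12 at 24 h, and its change from fed was -0.29 at 24 h. With it the share with a Pck1 UMI was 98.8% at 24 h in the central zone. With pooled zone thresholds, the zonal gluconeogenesis median was 0.035 at 24 h. With a minimum of 2 UMIs of the gene, the share with a Pck1 UMI was 26.9% and 80.6% at 0 and 24 h in the portal zone and 13.9% and 92.5% at 0 and 24 h in the central zone. With thinning to 2000 UMIs, the share with a Pck1 UMI was 72.4% and 99.2% at 0 and 24 h in the portal zone and 61.2% and 99.7% at 0 and 24 h in the central zone. With no thinning, the share with a Pck1 UMI was 85.1% and 100% at 0 and 24 h in the portal zone and 78.2% and 100% at 0 and 24 h in the central zone. Shares rise with the number of UMIs kept per cell and fall with the number required, by construction. For the zone settings the cause was not tested.

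Depth limited several statements. At 8 h only 3292 of 10000 barcodes passed the filters, and the 9 and 18 endothelial-like cells at 4 and 8 h gave wide background intervals. The zonal ratios of Pcx at 4 and 24 h and the central change of G6pc at 4 h lay within counting error of 0. These Pcx ratios also depended on the settings, with 0.32 and 0.70 with all cells past the filters, 0.31 and 0.69 with the low-mitochondrial clusters counted and 0.11 and 0.27 with TMM scaling. Cxcl1 at 8 h rested on 18 UMIs. All intervals omit the variation between animals, which 1 library per time point cannot show.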

Other observations

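The tests of clusters 6 and 16 for Pck1, of neutrophil RNA, of strongly expressing cells, of cells with matched Cyp2e1 levels and of the free RNA load were chosen only after the results were seen. The setting without clusters 6 and 16 was added after the data had been seen.

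At 24 h Pck1 was lower in the portal than in the central zone (-0.30). Random lists matched to the gluconeogenesis list stood at a median of -0.24 there, so that a negative ratio was not specific to Pck1. Clusters 6 and 16, with fewer genes for their UMIs than other hepatocytes, ranked mostly as portal. Cluster 16 held 53.1% of the 24 h portal zone. Without both clusters the 24 h ratio was 0.033 (0.014 to 0.052), so that the reversed order may come from these cells. In cluster 9, which held most other hepatocytes at 24 h, Pck1 stood at 5616, 5692 and 5578 CPM in the portal, middle and central zone. A near-equal level across the zone score at 24 h remains as a hypothesis, and it rests on a score whose landmarks were weakly separated in that library. The fed ratio without these clusters was 1.17.

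Clusters 6 and 16 may hold hepatocytes that lost cytosolic RNA while RNA bound at the endoplasmic reticulum was kept. In that case 7 genes of secreted proteins would be raised against 12 genes of cytosolic enzymes. The difference of their median log2 ratios to the other hepatocytes was 1.31 at 0 h, 1.295 at 4 h, 0.957 at 16 h and 1.72 at 24 h, in the predicted direction. Of the genes, 7, 6, 7 and 6 secreted ones were higher and 9, 7, 9 and 8 cytosolic ones lower. Against the prediction, cytosolic Asl (0.50, 1.04, 0.64 and 0.66), Sds (0.22, 1.01, 0.46 and 0.24) and Gpt (0.12, 0.72, 0.23 and 0.69) were higher at each of these times, and secreted Serpina1a was lower at 4 h (-0.43) and 24 h (-0.11). A loss of cytosolic RNA thus stays open and does not account for all of these genes. These cells had median gene numbers of 1259 against 2252 at 0 h and 1880 against 3348 at 24 h, from median UMI counts of 4090 against 7158 and 9545 against 15010. Thinned to 1000 nuclear-encoded UMIs, they had 510 against 605 genes at 0 h and 466 against 609 at 24 h, so that part of the gap in gene numbers went with depth. They had mitochondrial shares of 13.2% against 11.9% and 21.9% against 16.3%. A cell state with such a profile in the animal was not tested.

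Of the 14 central landmarks, 12 were lower at 24 h than in the fed library, with a median log2 ratio of -2.01. As many of these landmarks were lower at 8 h, with a median of -0.38. Fewer central cells among the isolated hepatocytes could lower them without any change within cells. Cells with at least 5 Cyp2e1 UMIs per 10000 made up 11.3% of hepatocytes at 24 h, against 26.5%, 37.9%, 27.0% and 42.6% at 0, 4, 8 and 16 h. Within such cells the median log2 ratio of 40 central genes to fed was 0.0088, -0.26, -0.0012 and -0.79 at 4, 8, 16 and 24 h, against 0.24, -0.40, 0.45 and -1.09 over all hepatocytes. In cells with at least 20 Cyp2e1 UMIs per 10000, and with the fed cells weighted to the Cyp2e1 levels of the other library in bins 2-fold wide, it was -0.15, -0.28, 0.030 and -0.66 (at 24 h -0.82 to -0.52 over resampled cells, 206 cells, 31 of 40 genes lower). The 40 genes were chosen from these data, as at least 2-fold higher in the central zone at 0, 4, 8 and 16 h. The 24 h library was left out of that choice, which can by itself favour lower values at 24 h. The 4, 8 and 16 h values are therefore not even controls. Whether fewer central cells were the whole cause of the 24 h fall thus cannot be decided from these values. How much of the fall fewer central cells account for cannot be told apart from lower expression per cell, since Cyp2e1, by which the cells were chosen, may itself have fallen within cells.

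Lcn2 (287 CPM) and Saa3 (239 CPM) were highest in the 16 h library. Neutrophils, which carry Lcn2, would bring S100a8 and S100a9 at high levels, but these stood at 0.302 CPM together in the 16 h hepatocytes, which argues against neutrophil RNA. A few strongly expressing cells were weighed by how concentrated the UMIs were. The 10% of cells with the highest level held 41.0% of the Lcn2 and 53.0% of the Saa3 UMIs, beside 26.5% and 28.5% in a simulation with 1 level in all cells. Free RNA spread evenly from a few strong cells would reach all droplets alike. Cluster 5, with 28.8% of the hepatocytes, stood at 19.2 CPM of Lcn2 and 16.2 CPM of Saa3. Outside the highest 10% of cells the levels were 187 and 124 CPM, 9.74-fold and 7.66-fold those of cluster 5. These values argue against free RNA spread evenly over the hepatocyte droplets as the source of those levels. The clusters were formed from expression, and single UMIs could sort cells by chance, but Saa2, with a mean of 18.3 UMIs per cell, showed the same split (472 CPM in cluster 5 and 4075 CPM outside its highest 10% of cells). A few strong cells, with unevenly spread free RNA or doublets in the others, stay open. Of 80 thinned endothelial-like cells 12.5% had a Saa3 UMI beside 16.6% of hepatocytes, and 7.5% an Lcn2 UMI beside 21.0%. Clusters 4 and 10 together held most UMIs of both genes (70.9% and 23.4% for Lcn2, 70.2% and 23.6% for Saa3). The animals, the isolation, the hour of day and the fasting state stay open as sources of the acute-phase signal in this library.

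Endothelial-like cells carried Pck1 UMIs. With free RNA as the only source, Pck1 per hepatocyte-marker UMI in them would not exceed the higher of that ratio in hepatocytes and in low-mitochondrial barcodes. The quotient was 1.01 at 0 h, 0.824 at 16 h and 0.654 at 24 h, with too few cells at 4 and 8 h. Pck1 per 1000 hepatocyte-marker UMIs was 10.8, 31.7 and 64.7 in endothelial-like cells at 0, 16 and 24 h, against 8.07, 32.3 and 43.4 in hepatocytes and 10.7, 38.5 and 98.8 in low-mitochondrial barcodes. The 24 h value lay between both profiles, so that neither alone gave it. Free RNA mixed with doublets or with attached hepatocyte fragments cannot be told apart from these values, since mixtures in varied parts give any value between the profiles.

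The amount of free RNA in hepatocyte droplets was compared with that of the median low-mitochondrial barcode. Portal hepatocytes were chosen here by a zone score without Cyp2e1, Cyp2f2 and the Cyp2c genes. With a full load, they would hold at least the Cyp2e1 UMIs expected from it. They held 21.6%, 39.2%, 52.1%, 32.7% and 55.9% of the expected number at 0, 4, 8, 16 and 24 h. This argues against a full load, so that the setting that subtracted free RNA removed too much.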
